# Transcriptomic Profiling of Buffalo Spermatozoa Reveals Dysregulation of Functionally Relevant mRNAs in Low-Fertile Bulls

**DOI:** 10.3389/fvets.2020.609518

**Published:** 2021-01-11

**Authors:** Nilendu Paul, Arumugam Kumaresan, Mohua Das Gupta, Pradeep Nag, Pushpa Rani Guvvala, Channareddi Kuntareddi, Ankur Sharma, Sellappan Selvaraju, Tirtha Kumar Datta

**Keywords:** buffalo bulls, spermatozoa, global transcriptome, microarray analysis, male fertility, differential gene expression

## Abstract

Although, it is known that spermatozoa harbor a variety of RNAs that may influence embryonic development, little is understood about sperm transcriptomic differences in relation to fertility, especially in buffaloes. In the present study, we compared the differences in sperm functional attributes and transcriptomic profile between high- and low-fertile buffalo bulls. Sperm membrane and acrosomal integrity were lower (*P* < 0.05), while protamine deficiency and lipid peroxidation were higher (*P* < 0.05) in low- compared to high-fertile bulls. Transcriptomic analysis using mRNA microarray technology detected a total of 51,282 transcripts in buffalo spermatozoa, of which 4,050 transcripts were differentially expressed, and 709 transcripts were found to be significantly dysregulated (*P* < 0.05 and fold change >1) between high- and low-fertile bulls. Majority of the dysregulated transcripts were related to binding activity, transcription, translation, and metabolic processes with primary localization in the cell nucleus, nucleoplasm, and in cytosol. Pathways related to MAPK signaling, ribosome pathway, and oxidative phosphorylation were dysregulated in low-fertile bull spermatozoa. Using bioinformatics analysis, we observed that several genes related to sperm functional attributes were significantly downregulated in low-fertile bull spermatozoa. Validation of the results of microarray analysis was carried out using real-time qPCR expression analysis of selected genes (*YBX1, ORAI3*, and *TFAP2C)*. The relative expression of these genes followed the same trend in both the techniques. Collectively, this is the first study to report the transcriptomic profile of buffalo spermatozoa and to demonstrate the dysregulation of functionally relevant transcripts in low-fertile bull spermatozoa. The results of the present study open up new avenues for understanding the etiology for poor fertility in buffalo bulls and to identify fertility biomarkers.

## Introduction

Buffaloes contribute a major share to the world's milk supply, and recent trends show that the volume of buffalo milk is increasing steadily at about 3% per year (1). The full production potential buffaloes, however, remain unexploited due to poor reproductive efficiency (2). Poor conception rates with artificial insemination are considered as a prime reason for low reproductive efficiency in buffaloes (1, 3). Although male and female both contribute to the success or failure of conception, the importance of using semen from high-fertile bulls for artificial breeding assumes much significance because semen from a single male is used to cover several thousands of females. Several studies tried to identify the most important sperm phenotypic characteristics associated with sperm-fertilizing potential (4, 5); however discriminating low-fertile bulls from high-fertile bulls remains to continue as a challenge. Therefore, advanced semen quality assessment techniques are needed to achieve an accurate diagnosis of bull fertility (6). Recent evidences indicate existence of specific differences in sperm functional attributes and sperm molecules such as mRNAs (7), proteins (8), and metabolites (9) between high- and low-fertile bulls.

Ejaculated spermatozoa were once considered to just transfer the paternal haploid genome into oocyte and are transcriptionally and translationally inactive (10, 11). However, recent evidences indicate that ejaculated spermatozoa retain a complex, yet specific, population of RNAs, which may have important roles in sperm development, chromatin repackaging, zygote development, and fertility (12). Accumulating evidences over a period of time indicate that sperm mRNAs might influence the fertilizing potential of spermatozoa and embryonic development (13, 14), which developed curiosity among researchers to understand the role of specific mRNAs in male fertility. Earlier studies conducted on this aspect, assessed the expression levels of a few genes in spermatozoa derived from high- and low-fertile cattle bulls and reported their relationship with bull fertility (15–18); however, the results were not always consistent. A comprehensive analysis of transcript profile of spermatozoa from bulls with defined fertility is required to identify fertility-associated genes. Recent developments in DNA microarray and next-generation sequencing techniques offer immense scope to understand global transcriptome profile of spermatozoa (14, 19). High-throughput microarray technology has been successfully used for global gene expression profiling in spermatozoa of different species (20, 21). Although global transcriptomic profile of spermatozoa and sperm transcriptomic differences between high- and low-fertile cattle bulls are available (7, 22), such information is not available for buffaloes.

With this backdrop, the present study was undertaken to establish global transcriptomic profile of buffalo spermatozoa and to identify the sperm functional and transcriptomic differences between high- and low-fertile buffalo bulls. We hypothesized that differences exist at sperm transcriptomic level between high- and low-fertile buffalo bulls, and profiling of such transcript “fingerprints” of spermatozoa collected from high- and low-fertile bulls, would help in developing tools for fertility prediction of buffalo bulls, as it is reported earlier in the case of human beings (23).

## Materials and Methods

### Ethical Statement

All the experiments were duly approved and performed in accordance with the guidelines and regulations by the Institute Animal Ethics Committee (CPCSEA/IAEC/LA/SRS-ICAR-NDRI-2017/No.11).

### Fertility Classification of Bulls

Field conception rates of a total of 21 Murrah buffalo bulls were evaluated based on a minimum of 100 inseminations per bull. Conception rate was calculated based on the number of animals conceived out of the total number of animals inseminated (up to three inseminations). The effect of non-genetic factors on conception rate was studied using least squares analysis of variance for unequal and non-orthogonal data as described previously (4). The adjusted conception rate was used for the calculation of bull fertility. Bulls with conception rate mean + 1 standard deviation were considered as high fertile (*n* = 4) and mean – 1 standard deviation was considered as low fertile (*n* = 4), while the bulls in between formed the medium fertile group (*n* = 13). The details of the conception rates of the bulls used in the study are shown in Supplementary Figure 1.

### Sperm Functional Characteristics Assessment

Frozen semen straws prepared from three ejaculates per bull were used for sperm function assays (three replicates per bull). Frozen semen straws were thawed at 37°C for 30 s before performing different sperm function assays. A minimum of 200 spermatozoa were examined in each assay, and different patterns of spermatozoa were calculated.

### Sperm Motility

Sperm motility was evaluated at 400X magnification based on the visual estimation of the percentage of sperm possessing progressive motility, and the percentage was rounded to the nearest 5%.

### Sperm Membrane Integrity

Sperm membrane integrity was assessed using carboxyfluorescein diacetate-propidium iodide (CFDA-PI; Sigma Aldrich, Germany) staining as described previously (4). Briefly, thawed semen sample was washed twice using sperm-TALP. Initially, 5 μl of CFDA (0.5 mg/ml) was added to 10 million spermatozoa and incubated at 37°C for 15 min under dark conditions. Then, 2 μl of PI (0.3 mg/ml) was added and incubated further for 2 min. After centrifugation at 800 × *g* for 3 min, the supernatant was discarded, and a thin smear was made out of the pellet. An antifading agent 1,4-diazabicyclo [2.2.2] octane (DABCO) was added, and a coverslip was applied over the smear. Spermatozoa were evaluated by fluorescent microscopy (Nikon ECLIPSE Ti-s, Japan) using FITC and TRITC filters at 400X magnification. Images from the two filters were merged to obtain a final image. Membrane intact sperm exhibited bright green fluorescence, while dead spermatozoa exhibited bright red fluorescence. Moribund spermatozoa had a mixture of green and red fluorescence.

### Sperm Acrosome Status Assessment

The fluorescein isothiocyanate-conjugated peanut agglutinin (FITC-PNA; Sigma Aldrich, Germany) staining was carried out for assessing acrosome status of spermatozoa according to the method described by Singh et al. (4). Briefly, to 10 million spermatozoa, 5 μl of FITC-PNA (0.025 mg/ml) was added and incubated at 37°C for 15 min in dark condition. After incubation, 1 μl of PI was added, and incubation was done for 2 min. Sperm-TALP (100 μl) was then added, and the samples were centrifuged at 800 × *g* for 3 min. A thin smear was made from the pellet after discarding the supernatant. An antifading agent (DABCO), was added over the dried smear to reduce fluorescence quenching. Spermatozoa were evaluated by fluorescent microscopy using FITC and TRITC filters at 400X magnification. Images from the two filters were merged to obtain a final image.

### Sperm Protamine Deficiency

Chromomycin A_3_ (CMA_3;_ Sigma Aldrich, Germany) was used to detect the protamine deficiency in spermatozoa as described previously (24) with minor modifications. A thin smear of spermatozoa was made on a clean, grease-free microscopic glass slide and air dried. The air dried smears were fixed with methanol–acetic acid (3:1 = 30 ml methanol + 10 ml acetic acid) for 5 min followed by washing with PBS to remove excessive fixative and air dried. To this, 100 μl of CMA_3_ staining solution (0.25 mg/ml CMA_3_ in Mcllvaines buffer; 7 ml of 0.1 M citric acid + 32.9 ml of 0.2 M Na_2_HPO4 7 H_2_O, pH 7.0 containing 10 mM MgCl_2_) was added and incubated for 20 min, air dried, and washed with Mcllvaines buffer to wash out excess stain. The stained smear after air drying was covered with antifading agent (DABCO), and a cover slip was overlaid. Spermatozoa were observed at 400X magnification using UV filter of a fluorescent microscope (DP71, Olympus, Japan).

### Assessment of Sperm Lipid Peroxidation

4,4-Difluoro-4-bora-3a, 4a-diaza-s-indacene (BODIPY; Thermo-Scientific, USA), a member of organoboron fluorescent dye, was used to assess the plasma membrane lipid peroxidation status of spermatozoa population as described previously (25) with minor modifications. Cryopreserved spermatozoa were thawed and washed twice in 1.5 ml Hepes-buffered Tyrode (HBT) buffer by centrifugation at 800° × *g* for 5 min. Ten microliters of BODIPY (2 μM) was added to 10 million spermatozoa under dark conditions and incubated at 37°C for 30 min. Subsequently, a 100-μl sperm-TALP was added and centrifuged at 800 × *g* for 3 min. Then the supernatant was discarded, and a thin smear was made out of the pellet. After adding the antifading agent (DABCO) to the smear and applying cover slip, the spermatozoa were observed under fluorescent microscope using FITC and TRITC filters. The images from both the filters were merged to obtain the final image.

The representative images for each of the above cited sperm quality analysis tests are shown in Figure 1.

**Figure 1:**
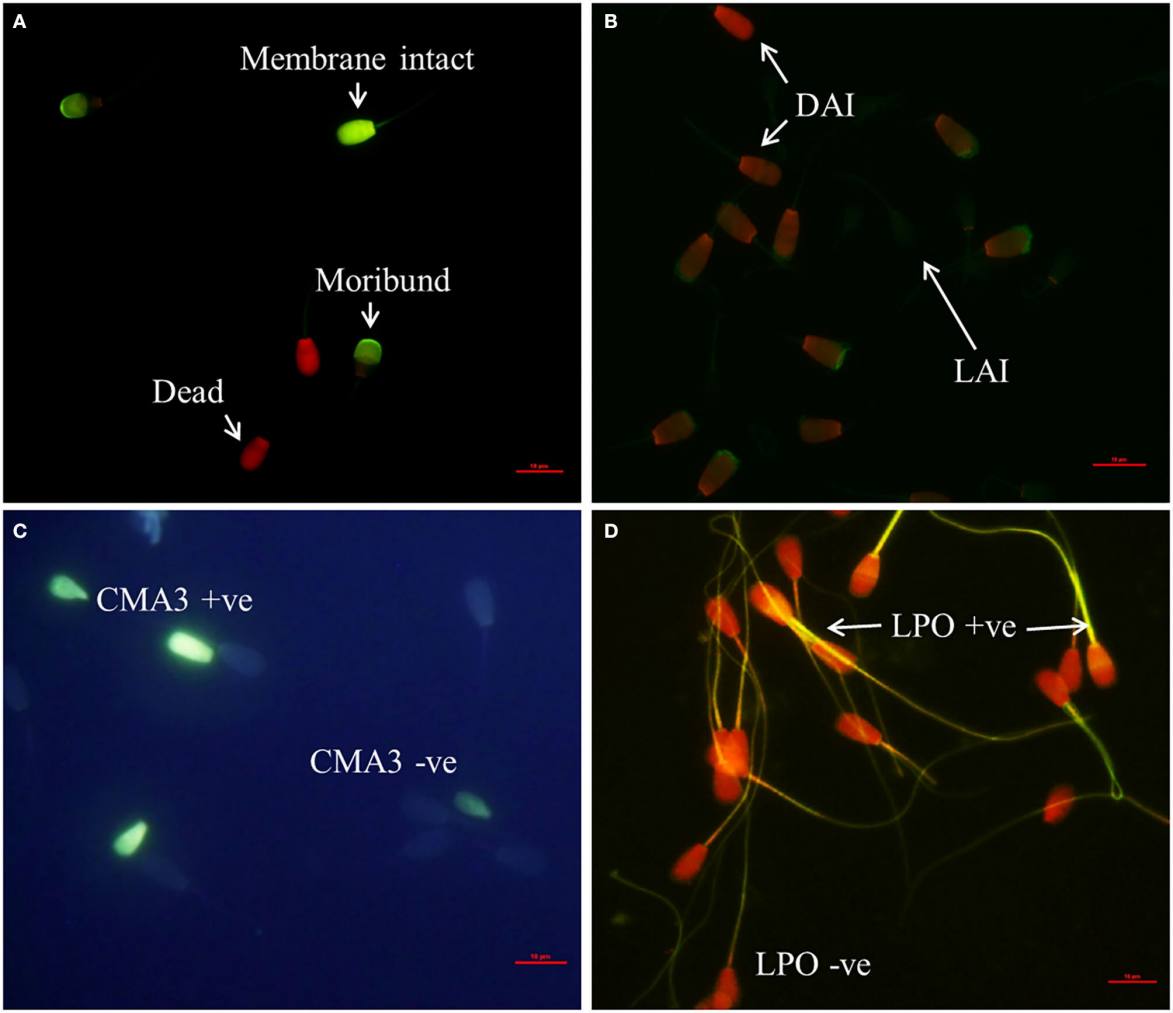
Assessment of sperm phenotypic characteristics using specific fluorochromes (400X Magnification). **(A)** CFDA-PI staining for detection of sperm membrane integrity, **(B)** FITC-PNA staining for sperm acrosome status assessment (LAI, live acrosome intact; DAI, dead acrosome intact; DAR dead acrosome reacted). **(C)** Detection of protamine deficiency in spermatozoa using Chromomycin A3 staining (CMA3 + ve, protamine deficient spermatozoa; CMA3 – ve, normal spermatozoa), **(D)** BODIPY assay for detection of sperm lipid peroxidation status (LPO + ve, lipid peroxidized spermatozoa; LPO – ve, normal spermatozoa).

### RNA Isolation, Evaluation, and Expression Microarray Hybridization

Total RNA was isolated from Percoll-selected spermatozoa using RNAeasy minikit (Qiagen, Germany) and RNA quality was assessed using bioanalyzer. Samples with optimal purity (OD 260/280 >1.8 and <2.2 and optimal concentration >50 mg/ml) were selected for use in microarray. Two representative RNA samples were made from the four high-fertile bulls by pooling equal quantities of sperm RNA from two high-fertile bulls each. Similarly, two representative RNA samples were made for low-fertile bulls. Thus, four samples (high- and low-fertile each two samples) were subjected to microarray analysis. Agilent Bos Taurus GXP 8X60k AMADID: 29411 slide formats were used for Microarray experiments (Genotypic Technology, Bengaluru, India). Briefly, the samples were labeled using the Agilent Quick-Amp labeling kit and T7 promoter-based linear amplification was used to generate labeled complementary RNA. The labeled cRNA with specific activity (>8) was hybridized on the array using the Gene Expression Hybridzation kit in Sure hybridization chambers at 65°C for 16 h. Hybridized slides were washed using wash buffers, and microarray chip signal was scanned and processed by Agilent Microarray Scanner (Agilent Technologies, United States). Images were quantified using Feature Extraction Software (Agilent). Normalization of the data was done in GeneSpring GX 12.6 using the 75th percentile shift, and the gProcessed signal (dye normalized background subtracted signal intensity) was log transformed (ID_REF = VALUE = Log base 2).

### Validation of Microarray Data Using qPCR

Transcriptional abundance of selected genes was validated in nine bulls (three each in high-, medium-, and low-fertile category). Total RNA was isolated from spermatozoa using TRIzol (Ambion, Thermo-Scientific, USA) as described previously (26) with minor modifications. In brief, cryopreserved spermatozoa (60 million/bull) was centrifuged (4,000 g for 30 min), sperm pellet was mixed well with 1 ml of somatic cell lysis buffer (0.1% SDS, 0.5% Triton X-100 in DEPC-treated water) and kept over ice for 30 min. The lysate was again centrifuged for 30 min (4,000 g at 4°C); pre-warmed TRIzol reagent (1 ml; 62°C) was added to the washed sperm pellet and shredded by passing through a 24 G needle attached to a 5-ml syringe 8 to 10 times and incubated for 10–15 min following which 200 μl of chloroform was added and mixed for 20 s and further incubated at room temperature for 15 min. The mixture was centrifuged again (12,000 × *g* for 20 min at 4°C), which resulted in three layers, top aqueous layer containing RNA was collected and mixed with equal volume of isopropanol and gently mixed by inverting the tubes. The mixture was kept at room temperature for 10 min and centrifuged at 12,000 × *g* for 15 min at 4°C. The supernatant was discarded followed by addition of 1 ml of 96% to 100% ethanol to the RNA pellet and centrifuged at 12,000 × *g* for 10 min at 4°C. The supernatant was discarded, and pellet was air dried. The pellet was dissolved in 20 μl of nuclease-free water and treated with DNAse I (Thermo-Scientific, USA) for removal of genomic DNA. Quality and quantity of RNA was assessed using Nanodrop (ND-1000, Thermo-Scientific, USA). RNA samples with 260/280 ratio of 1.8 to 2.0 were considered for cDNA synthesis. The cDNA was synthesized for 500 mg of total RNA using RevertAid First Strand cDNA Synthesis kit (Thermo-Scientific, USA) as per the manufacturer's protocol.

The primer sequences and corresponding annealing temperatures for select genes are given in Table 1. Annealing temperature for the primers was optimized for each gene using gradient PCR. Quantitative real-time PCR was performed as follows, the reaction mixture was prepared using 5 μl of SYBR green master mix (Thermo-Scientific, USA), 0.5 μl of each forward and reverse primer (10 pmol/μl), 2.0 μl of cDNA template, and 2.0 μl of nuclease free water to make up the final volume to 10 μl. The thermal cycling condition maintained in the qPCR experiment were 95°C for 20 s, 40 cycles of 95°C for 15 s, X°C (Table 1) for 15 s, and 72°C for 45 s followed by a dissociation protocol 95°C for 15 s plus 60°C for 15 s with increment of 0.3°C per minute. Each run was performed in duplicate and included a non-template control. The qPCR expression data for each gene were extracted in the form of quantification cycle (Ct), and data was subjected for subsequent analysis. The appropriate size of amplified products was ensured by 2% agarose gel electrophoresis (Supplementary Figure 2). *GAPDH* was used as internal control gene, whereas high- and low-fertile bull spermatozoa sample was taken as the control and target, respectively. Relative expression was calculated using the 2^−Δ*ΔCT*^ method given by Schmittgen and Livak (27).

**Table 1:** Primer details used for real-time quantification: primer 3 software (NCBI Primer designing tool).

**Sl. no**.	**Genes**	**Primer sequence**	**Product size**	**Annealing temperature**	**Accession number**
1.	TFAP2C	FP-ATGAAGAGGACTGCGAGGATCG	131 bp	64°C	NM_001075509
		RP-GTATTCGGCGACTCCGGTATG			
2.	YBX1	GTTGAAGGAGAAAAGGGTGCG	139 bp	60°C	NM_174815
		GCTGGTAATTGCGTGGAGGA			
3.	ORAI3	FP-CTTCCAAGCCGTCCTCTGTT	189 bp	60°C	NM_001193202
		RP-AGGAGCGGTAGAAATGCAGG			
4.	GAPDH	FP-CTGAGGACCAGGTTGTCTCCTG	141 bp	60°C	NM_001034034.1
		RP-CCCTGTTGCTGTAGCCAAATTC			

### Statistical Analysis

For microarray data analysis, after normalizing the probe signal intensities, a fold change was recorded for each probe indicating the transcript abundance ratio/mRNA in both samples. For the statistical inferences in calculating differential expression, the high fertile sample was tagged as the control, while the low fertile as treated. Percentile shift normalization is a global normalization, where the locations of all the spot intensities in an array are adjusted. This normalization takes each column in the experiment independently and computes the percentile of the expression values, across all spots (where n has a range from 0 to 100, and *n* = 75 is the median). It subtracts this value from the expression value of each entity. Gene expression level analysis was done by *t*-test. The differentially expressed gene ID's were uploaded in DAVID Bioinformatics Resources 6.8 (Laboratory of Human Retrovirology and Immunoinformatics, USA) for gene functional annotation, clustering, and KEGG pathway analysis. Gene ontology of dysregulated genes was studied using PANTHER classification system (version 14.0, Southern California), and the result was obtained as suitable plots. PANTHER GO-slim functions were considered, and the test type was Fisher's exact with FDR multiple test correction. The transcripts were considered as dysregulated when the fold change was more than one (28, 29).

One-way ANOVA and Duncan *post hoc* test was performed to assess significant differences in sperm phenotypic attributes among the three categories of the bulls. Kruskal–Wallis one-way analysis of variance was performed to understand the differences in gene expressions among bulls with different fertility ratings (HF, MF, and LF). The difference was considered significant when *P* < 0.05. Statistical analysis was performed using SPSS version 20 (IBM, USA).

## Results

### Sperm Functional Attributes in Bulls With Different Fertility Ratings

The mean conception rate of high, medium-, and low-fertile Murrah buffalo bulls was 19.2, 29.3, and 43.4%, respectively, and the differences among the three groups were significant (*P* < 0.05; Figure 2). Differences in sperm phenotypic attributes between high-, medium-, and low-fertile buffalo bulls are shown in the Figure 2. The proportion of progressive motile spermatozoa was higher (*P* < 0.05) in high-fertile bulls compared to medium and low-fertile bulls. While the proportion of membrane intact spermatozoa was significantly (*P* < 0.05) higher in high-fertile bulls, the proportion of moribund sperm population was significantly higher (*P* < 0.05) in low-fertile bulls. The proportion of live acrosome intact spermatozoa was significantly higher (*P* < 0.05) in high-fertile bulls compared to low-fertile bulls. On the other hand, the proportion of spermatozoa with protamine deficiency was higher in low-fertile bulls compared to either high- or medium-fertile bulls. The proportion of spermatozoa with lipid peroxidation was higher in low-fertile bulls compared to both medium and high-fertile bulls.

**Figure 2:**
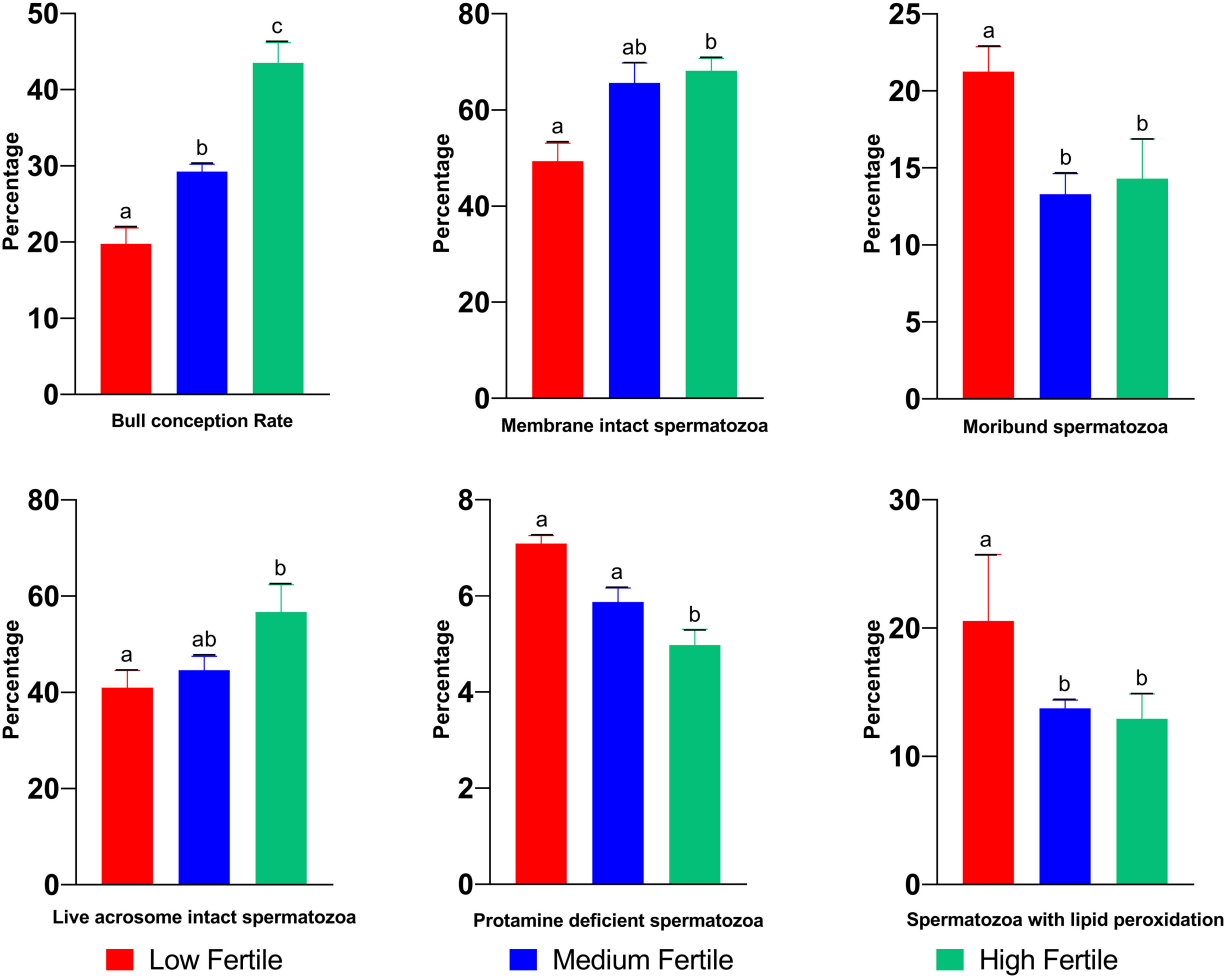
Sperm functional attributes of high-, medium-, and low-fertile buffalo bulls. Bars bearing different alphabets (a–c) significantly (*P* < 0.05) differ from each other within the parameter.

The array chip consisted of 51,282 number of probes designed against 32,430 genes. 

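Sperm RNA of 2 high-fertile pools and 2 low-fertile pools, each from 2 bulls, was labelled with 1 dye and hybridized to 4 arrays of 1 slide. The authors deposited the scanner output of each array and a table of log2 signals shifted by the 75th percentile of the array. The scanner software had subtracted the background within each array and written a surrogate value for spots not above it. Over the 61657 spots of sample probes, spots marked as outliers by the scanner software were left out and the log2 processed signals of the spots of a probe were averaged, which gave 51282 probes with 32429 gene names. The 75th percentile of each array was then subtracted. That percentile was a processed signal of 36.7 and 37.1 on the arrays of the high-fertile pools and 37.0 and 32.7 on those of the low-fertile pools. Pearson's r across the 12552 probes well above background on all 4 arrays was 0.981 between the high-fertile pools and 0.980 between the low-fertile pools, and between 0.924 and 0.935 for pools of different groups. Probes are not independent replicates. The low-fertile pools were compared with the high-fertile pools in limma, with Benjamini-Hochberg adjustment over the 21033 probes well above background on both arrays of at least 1 group. The high-fertile pools lay in 1 row of the slide and the low-fertile pools in the other, so position on the slide and fertility group cannot be told apart. An exact permutation test of 2 pools against 2 cannot give a two-sided p below 0.333, and the number of arrays limits the precision of every value.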

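A probe was counted as detected when the scanner software marked it as well above background on both arrays of at least 1 group, which held for 21033 probes (41.0% of those on the array). On the single arrays, 23271 and 23228 probes were well above background in the high-fertile pools, and 25642 and 13033 in low-fertile pools 1 and 2. Both high-fertile arrays showed 20697 probes well above background and both low-fertile arrays 12888. Of the detected probes, 8145 qualified through the high-fertile pair alone and 336 through the low-fertile pair alone. Requiring all 4 arrays left 12552 probes, and accepting the scanner software's weaker mark of a positive and significant signal gave 40145, the alternative that moved the count most.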

In buffalo spermatozoa, a total of 9,216 transcripts were detected. The gene ontology of the detected transcripts is depicted in Figure 3. Gene ontology analysis revealed that transcripts were associated with biological processes (8,672 transcripts), molecular function (6,630 transcripts), and cellular components (5,907 transcripts). Majority of the transcripts were involved in cellular processes (2,734 transcripts), metabolic process (1,862 transcripts), biological regulation (1,326 transcripts), and developmental processes (220 transcripts). Binding appeared as the predominant molecular function associated with the detected transcripts. Other molecular functions such as catalytic activity (2,140 transcripts), molecular transducer (556 transcripts), transporter activity (496 transcripts) and structural activity (278 transcripts) were also detected in buffalo spermatozoa. On the other hand, in cellular component, 2,566 transcripts were localized in sperm cell, 1,305 transcripts in intracellular, and 1,612 transcripts in cell organelle.

**Figure 3:**
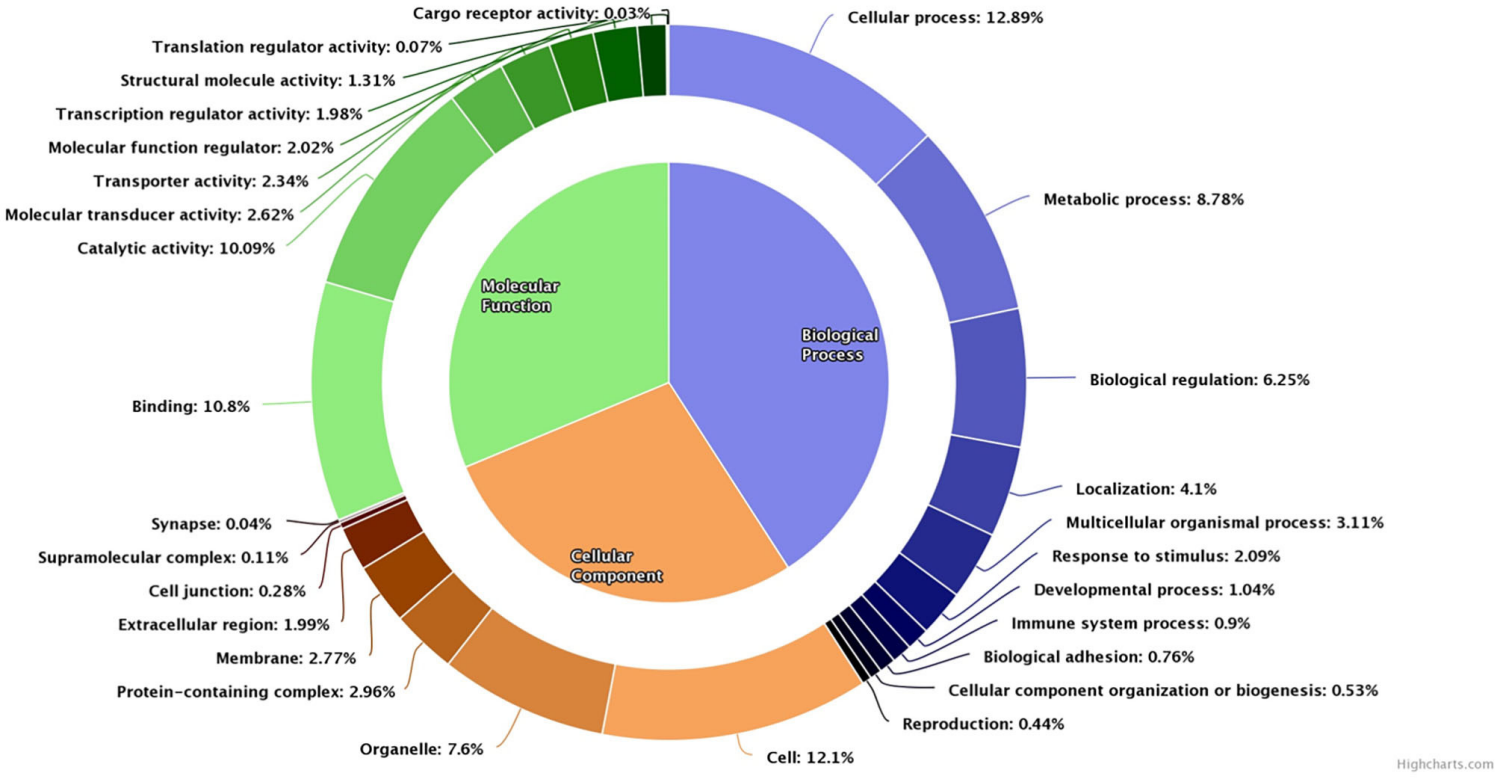
Pie donut diagram for gene ontology (biological process, molecular function, and cellular component) of total detected transcripts in low-fertile buffalo bull spermatozoa.

### Differentially Expressed Transcripts Between High- and Low-Fertile Buffalo Bull Spermatozoa

A total of 4,050 transcripts were differentially expressed between high- and low-fertile spermatozoa of buffalo bulls. 

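Among the 21033 probes tested, 4408 had an absolute log2 fold change above 0.8, of which 3256 were lower and 1152 higher in the low-fertile pools. The threshold of 0.8 is the smallest absolute value among the 1999 rows held of the paper's own list of these transcripts. The paper's text does not give it, so a count near the paper's is not independent evidence. In limma, 5632 probes passed an adjusted p of 0.05, with 3692 lower and 1940 higher. Among the limma fits, the filter on dim probes moved this count most. Without a filter limma called 0 of 51282 probes at that threshold, and 9278 had an unadjusted p under 0.05. The methods' t-test also called 0, over 21024 probes. Over the 12552 probes well above background on all 4 arrays, limma called 4339 probes, of which 1625 were lower and 2714 higher. Of these 12552 probes, 1686 had an absolute log2 fold change above 0.8, with 831 lower and 855 higher.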

Of which, 113 transcripts were upregulated, whereas 596 transcripts were downregulated in low-fertile buffalo bull spermatozoa. 

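With an unadjusted p under 0.05 in limma and an absolute log2 fold change above 1, 3026 probes were counted, 560 of them higher and 2466 lower in the low-fertile pools. Normexp background correction moved this count most, to 381 probes, and reading the fold change threshold as any change gave 8741. Over the probes well above background on all 4 arrays, 936 passed, with 544 lower and 392 higher. Of the genes in the paper's supplementary list of upregulated transcripts, 112 were found on the array by name, and by their brightest probe 110 were higher in the low-fertile pools and 104 were higher with an adjusted p under 0.05. Of the genes in the list of downregulated transcripts, 585 had a tested brightest probe, of which 553 were lower and 524 were lower with an adjusted p under 0.05. Read instead from the probe whose values match the paper's sheet within 0.002, all 111 matched upregulated and all 593 matched downregulated transcripts had an adjusted p under 0.05, so the lower counts go with the choice of probe. These lists were chosen by the paper on the same arrays. By the methods' t-test on the same values, no probe passed an adjusted p of 0.05, 6084 had an unadjusted p under 0.05, and 2277 passed the unadjusted p and fold change thresholds. Among the genes with the largest changes that were well above background on all 4 arrays, CHCHD2 fell by 3.00 on the log2 scale (standard error 0.146, adjusted p = 0.00221, limma), and the log2 fold changes of NUP205 and MXI1 were -2.53 and -2.51. MIER1 rose by 2.99 (standard error 0.159, adjusted p = 0.00221, limma), followed by C7H19orf66 at 2.98, APBA3 at 2.76, FRAT1 at 2.33 and LTB4R at 2.28. The value of APBA3 depended on the high-fertile pool kept, with 1.85 without high-fertile pool 2 and 3.67 without high-fertile pool 1. Without low-fertile pool 2 it was 2.57. For MXI1, MIER1 and APBA3 the direction did not hold in the median over all probes of the gene, most of which were dim, and MXI1 passed the threshold there in the opposite direction.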

Dysregulated transcripts were classified based on their fold change (>1) and level of significance (i.e., *P* < 0.05). Additionally, PANTHER software was also used for gene ontology enrichment analysis, which revealed cellular process (11.29%), cell (12.54%), and binding (10.88%) as the most predominant GO terms in low-fertile buffalo bull spermatozoa (Figure 4).

**Figure 4:**
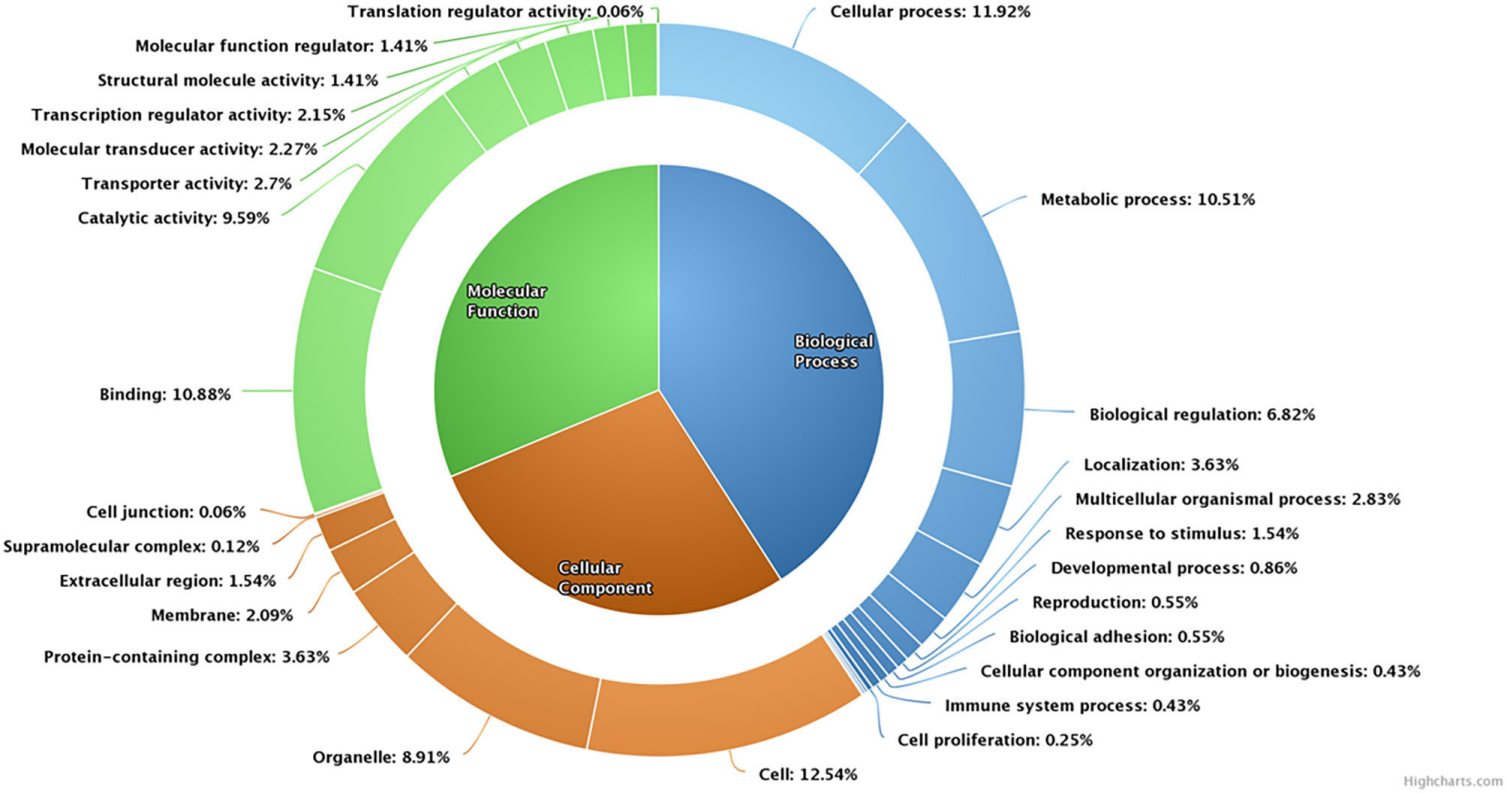
Pie donut diagram for gene ontology (biological process, molecular function, and cellular component) of dysregulated transcripts in low-fertile buffalo bull spermatozoa.

Pathway analysis and gene–gene interaction of the differentially expressed transcripts are shown in Figure 5. Differentially expressed transcripts were analyzed using the DAVID bioinformatic tool, which revealed 104 upregulated pathways and 272 downregulated pathways in low-fertile buffalo bull. The top 10 downregulated and upregulated pathways and associated genes in low-fertile bull spermatozoa are depicted in Tables 2 and 3, respectively. Among these pathways, MAPK signaling, ribosome and oxidative phosphorylation were found to be highly downregulated in low-fertile bulls with more number of gene counts (Supplementary Figures 3–5).

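Each gene of the pathway lists was represented by its brightest probe among 16543 genes, and each list was tested with limma's camera, adjusted over 14 lists. The 28 tested genes of the MAPK signaling list of Table 2 had a median log2 fold change of -1.26, and 23 of them were lower in the low-fertile pools (adjusted p = 6.90e-07, camera in limma). The median was -0.93 for the ribosome list, with 25 of 28 genes lower, and -1.29 for the oxidative phosphorylation list, with 22 of 23 lower. All 3 lists also passed under fry, but with a correlation between genes estimated from the data none of them did (adjusted p = 0.170 for each, camera in limma). The paper took these genes from transcripts that were lower on the same arrays, so the lists are not independent evidence. In families defined by gene symbol alone, 79 ribosomal protein genes had a median of -0.68 and 82 oxidative phosphorylation genes a median of -0.34, with 64 lower in each. The 109 MAPK signaling genes of the symbol family had a median of -0.05, with 56 lower and 53 higher (adjusted p = 0.782, camera in limma). Among the lists of Table 3, the median was 0.86 for 9 cell adhesion genes, 1.1 for 8 MAPK signaling genes and 0.89 for 7 GnRH signaling genes, the last of which did not pass (adjusted p = 0.219, camera in limma). From the number of genes in each pathway, the paper states that MAPK signaling, ribosome and oxidative phosphorylation were downregulated in low-fertile bulls.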

**Figure 5:**
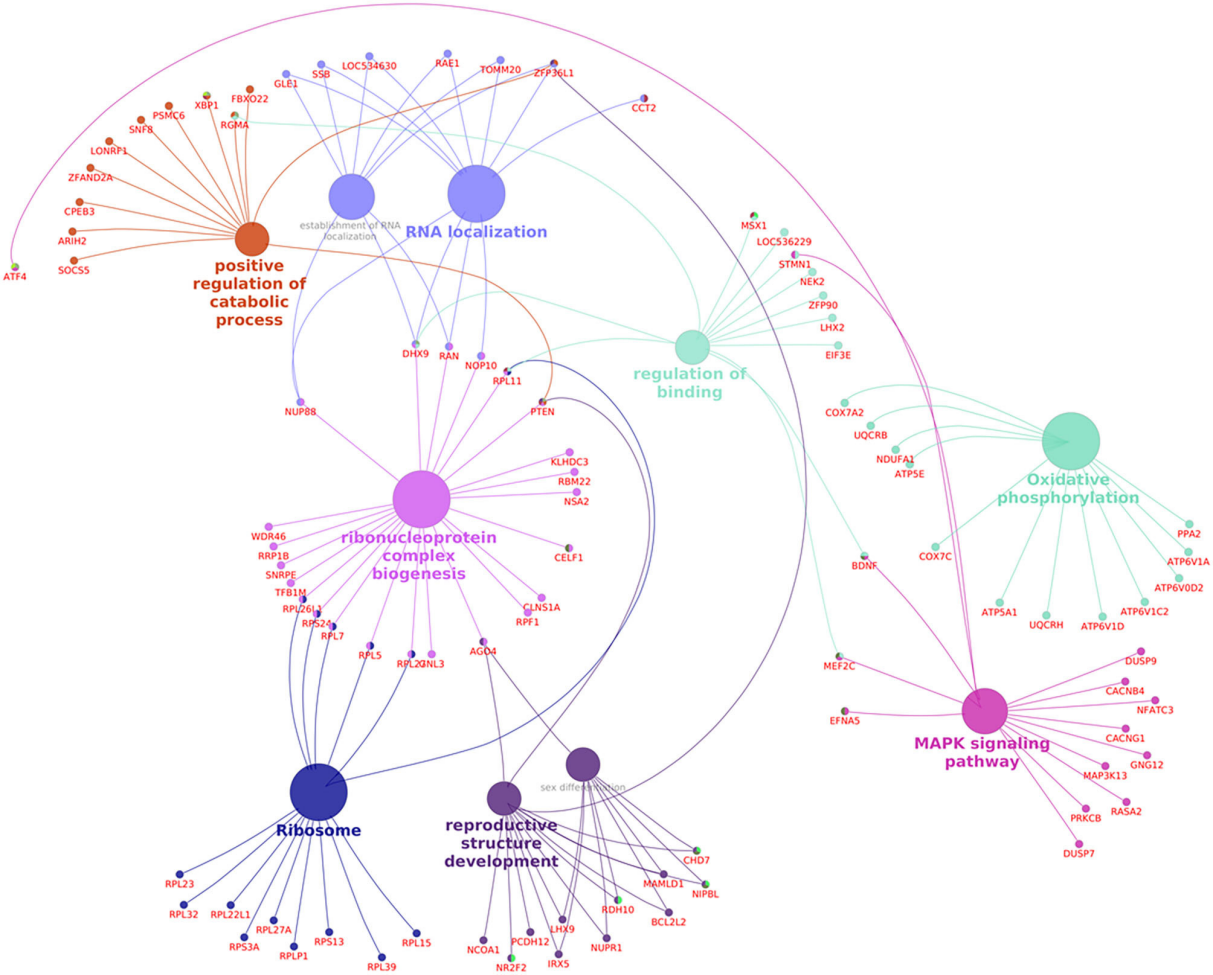
Pathway analysis and gene–gene interaction of differentially expressed transcripts in spermatozoa of low-fertile buffalo bulls generated using Cluego Plugin for cytoscape 3.7.1.

**Table 2:** Top 10 downregulated pathways in low-fertile buffalo bull spermatozoa.

**Pathway**	**Count**	**Genes involved**
Alzheimer's disease	28	*CDK5R1, APH1A, IDE, COX7B, COX7C, ATP5G1, COX5A, ATP5G3, NDUFB1, APP, NDUFS4, COX6B1, CHP, ATP5H, NDUFA4, NDUFA5, COX7A2, COX8A, LOC617654, CDK5, NAE1, COX6C, ATP2A2, UQCRH, GSK3B, ATP5A1, UQCRB, CALM1*
**MAPK signaling pathway**	28	*FGFR2, MEF2C, FGFR1, FGF18, HSPA1A, GNG12, CACNB4, BDNF, RASGRP3, SOS2, PAK1, CHP, HSPA8, RASA2, NLK, MAP2K4, CACNG6, TAOK3, MAPK10, PRKCB, ATF4, DUSP1, MAPK9, MAPK8, STMN1, MAP3K13, DUSP7, CD14, DUSP6*
**Ribosome**	27	*RPL19, RPL22L1, RPL38, RPS2, RPL39, LOC513245, RPL30, RPL32, RPS3A, RPL31, RPLP1, RPL3, RPL11, RPL5, RPL4, RPL10A, RPS23, RPS24, RPL35A, LOC783146, RPL27, RPS4X, RPL23, RPL13A, RPS12, RPS4Y1, RPS13, RPS10*
Pathways in cancer	27	*FGFR2, FGFR1, FGF18, PTEN, MMP1, PTK2, ITGAV, SOS2, RALB, NKX3-1, NOS2, FIGF, FN1, BMP4, PIK3CG, HSP90AA1, CTBP2, RUNX1T1, SKP2, RXRG, SMAD2, MAPK10, CTNNA3, RAD51, PRKCB, GSK3B, MAPK9, MAPK8*
Huntington's disease	25	*POLR2E, COX7B, COX7C, TBP, ATP5G1, COX5A, ATP5G3, NDUFB1, BDNF, NDUFS4, COX6B1, ATP5H, NDUFA4, NDUFA5, COX7A2, SLC25A4, SLC25A5, COX8A, PPARGC1A, COX6C, VDAC1, SP1, UQCRH, ATP5A1, UQCRB*
**Oxidative phosphorylation**	24	*NDUFA4, NDUFA5, COX11, COX7A2, COX8A, COX7B, COX7C, ATP5G1, COX5A, ATP5G3, ATP6V1D, NDUFB1, COX6C, ATP6V1C2, ATP6V1A, NDUFS4, UQCRH, ATP6V1E1, COX6B1, ATP5L, ATP5A1, ATP5H, ATP6V0D2, UQCRB*
**Regulation of actin cytoskeleton**	24	*FGFR2, PIK3CG, FGFR1, FGF18, VAV3, DIAPH1, MYL12A, GNG12, IQGAP1, VCL, ACTG1, ARPC1A, PAK7, PTK2, PFN2, TIAM1, ARPC2, GSN, ITGAV, SOS2, CYFIP2, PAK1, CD14, FN1*
Parkinson's disease	22	*NDUFA4, NDUFA5, COX7A2, SLC25A4, SLC25A5, COX8A, COX7B, COX7C, ATP5G1, COX5A, UBE2L3, ATP5G3, NDUFB1, VDAC1, COX6C, NDUFS4, UQCRH, SLC18A2, COX6B1, ATP5A1, ATP5H, UQCRB*
Focal adhesion	22	*PIK3CG, CAV1, FLT1, VAV3, DIAPH1, MYL12A, MAPK10, PTEN, VCL, PRKCB, ACTG1, PAK7, PTK2, FYN, GSK3B, ITGAV, SOS2, MAPK9, TNN, MAPK8, PAK1, FIGF, FN1*
Neuroactive ligand–receptor interaction	22	*F2RL2, GABRG1, CCKAR, GABRG3, GABRA2, DRD1, GLRB, RXFP1, GABRB1, DRD5, HTR4, S1PR3, ADRB2, S1PR1, P2RX6, GRIA2, P2RY2, MC4R, LOC616737, PRL, LOC782768, GRID1*

Pathways indicated in bold are reported to be related to bull spermatozoa. The roles of other pathways in buffalo bull spermatozoa are not known.

**Table 3:** Top 10 upregulated pathways in low-fertile buffalo bull spermatozoa.

**Pathway**	**Count**	**Genes involved**
**Cell adhesion molecules (CAMs)**	9	*MAG, CADM3, CLDN3, ITGB7, CLDN5, BOLA-DQB, ITGB2, BOLA-N, CD6*
Vascular smooth muscle contraction	8	*RAMP2, ARHGEF1, ADORA2A, ADCY6, CALM3, PLA2G2D1, ITPR1, ARHGEF11*
Endocytosis	8	*GIT1, ADRB3, RAB11FIP3, SNF8, VPS4A, BOLA-N, SH3GL1, VPS25*
**MAPK signaling pathway**	8	*RELB, MAPK11, MAPK8, CACNG2, PLA2G2D1, CACNG1, DUSP9, MAP2K6*
Hypertrophic cardiomyopathy (HCM)	7	*ITGB7, MYBPC3, ITGB4, PRKAA2, CACNG2, CACNG1, TPM1*
Dilated cardiomyopathy	7	*ITGB7, ADCY6, MYBPC3, ITGB4, CACNG2, CACNG1, TPM1*
**GnRH signaling pathway**	7	*ADCY6, CALM3, MAPK11, MAPK8, PLA2G2D1, MAP2K6, ITPR1*
Leukocyte transendothelial migration	7	*CYBA, GNAI2, CLDN3, CLDN5, MAPK11, ITGB2, PXN*
Neurotrophin signaling pathway	7	*ZNF274, NFKBIA, CALM3, SH2B3, MAPK11, MAPK8, SH2B1*
Wnt signaling pathway	7	*CTBP2, NKD2, CREBBP, FZD1, FRAT1, MAPK8, SIAH1*

Pathways indicated in bold are reported to be related to bull spermatozoa. The roles of other pathways in buffalo bull spermatozoa are not known.

Among the dysregulated genes, based on the earlier reports, we identified 10 genes having a role in sperm functional attributes (*YBX1*, RPL39, PGAM1, *CASP4, TFAP2C, H3F3B, ZAR1, CHRNA3, MAP2K6*, and *ORAI3)* and found that their expression were significantly altered in low-fertile bulls (Figure 6). The reported roles of these genes in sperm functional attributes and embryonic development are given in Table 4. Among these transcripts, *YBX1*, RPL39, PGAM1, *CASP4, TFAP2C, H3F3B*, and *ZAR1* were downregulated, while *CHRNA3, MAP2K6*, and *ORAI3* were upregulated in low-fertile buffalo bull spermatozoa. 

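Each gene was read from its brightest probe, and 8 of the 10 genes passed an adjusted p of 0.05 in limma over all probes tested. Adjusted over the list alone, the same 8 passed, although the list was chosen on these arrays. In the 7 genes that were lower, both low-fertile pools lay below both high-fertile pools. Their log2 fold changes were between -2.77 for YBX1 and -1.59 for ZAR1, with -2.49 for RPL39, -2.22 for PGAM1, -2.20 for H3F3B, -2.08 for CASP4 and -1.72 for TFAP2C. Other probes of CASP4 differed in direction, with a log2 fold change of 0.41 at a probe well above background on all 4 arrays (adjusted p = 0.109, limma). With the median over all probes of a gene, 6 of the 10 genes passed, and CASP4 at -0.05 and TFAP2C at -0.47 did not. CHRNA3 rose by 2.39 (standard error 0.408, adjusted p = 0.0120, limma), with 1 of 2 high-fertile pools well above background. The rise was 3.03 without high-fertile pool 1 and 1.75 without high-fertile pool 2. Under normexp background correction it was 0.89 and still passed (adjusted p = 0.00281, limma). MAP2K6 had a log2 fold change of 2.33 (standard error 0.925, adjusted p = 0.118, limma), also with 1 of 2 high-fertile pools well above background. Without low-fertile pool 2 it was 0.84. By the methods' t-test on the same values, 7 of the 10 genes had an unadjusted p under 0.05.

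**Figure D1:**
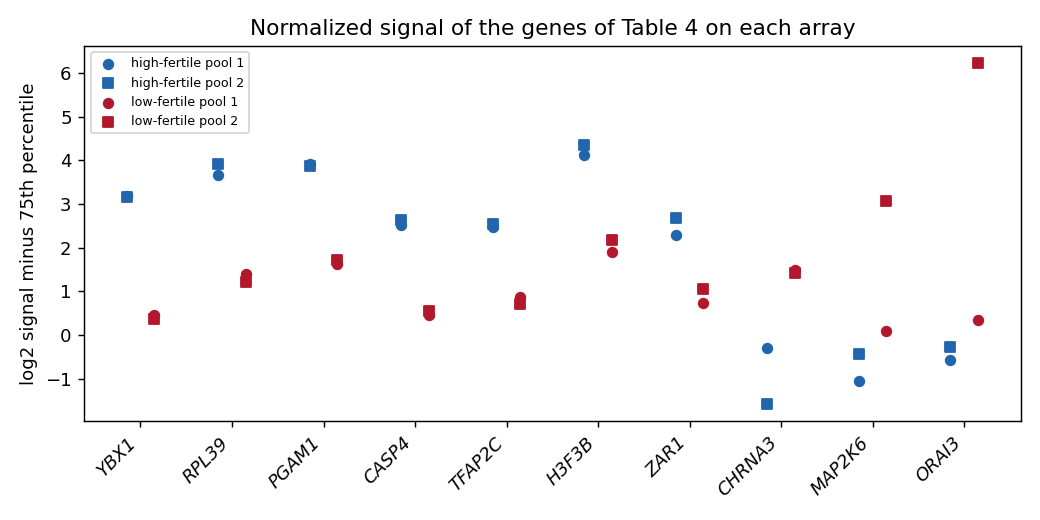
Log2 signal minus the 75th percentile of the array for the genes of Table 4, each by its brightest probe, with 1 point per pool (high-fertile in blue, low-fertile in red). The low-fertile pools lie far apart for MAP2K6 and ORAI3.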

The gene *YBX1* was the most downregulated (−2.78-fold), and *ORAI3* was the most upregulated (3.71-fold) gene in low-fertile buffalo bull spermatozoa.

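The brightest YBX1 probe, on chromosome 3 of Btau_3.1 from 110462816 to 110462875, had a normalized log2 signal of 3.18 ± 0.01 (SD, n = 2) in the high-fertile pools and 0.41 ± 0.05 (SD, n = 2) in the low-fertile pools. Its log2 fold change was -2.77 (standard error 0.141, adjusted p = 0.00221, limma), and the other probes of YBX1 gave -1.19 and -0.43. The brightest ORAI3 probe, on chromosome 25 from 28918415 to 28918474, had -0.43 ± 0.21 (SD, n = 2) in the high-fertile pools and 3.29 ± 4.15 (SD, n = 2) in the low-fertile pools. Its log2 fold change was 3.72 (standard error 1.78, adjusted p = 0.174, limma), which did not pass the threshold. The processed signal was 24.6 and 30.6 in the high-fertile pools, 47.3 in low-fertile pool 1 and 2444 in low-fertile pool 2. Without low-fertile pool 2 the log2 fold change was 0.78, and without low-fertile pool 1 it was 6.65. On the array of low-fertile pool 2, 5 of the 6 nearest spots, which hold probes of other genes, were also raised by over 2 log2 units. The other ORAI3 probe was not well above background on any array.

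**Figure D2:**
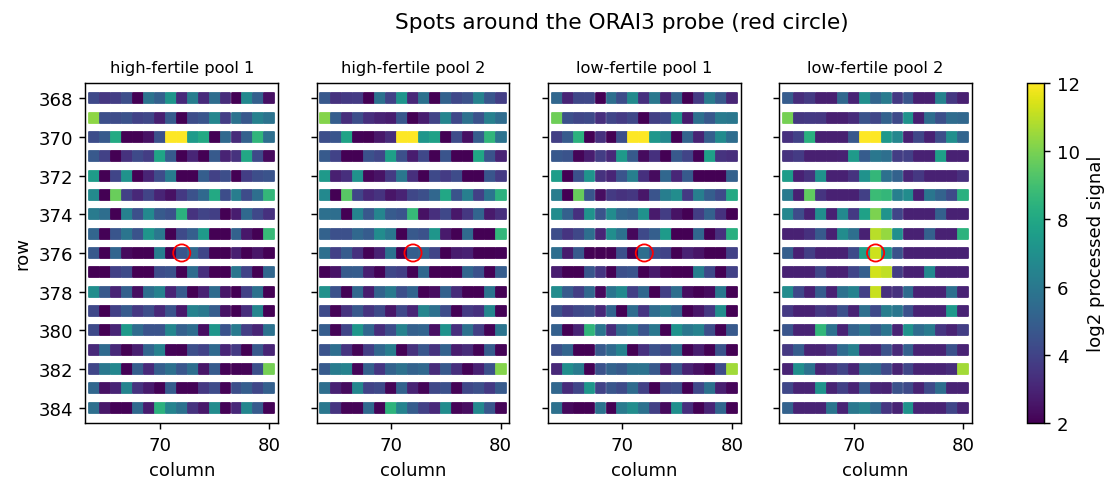
Log2 processed signal of the spots around the ORAI3 probe by row and column of each array, with the probe circled in red. A group of bright spots surrounds the probe on the array of low-fertile pool 2 and not on the other 3 arrays.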

**Figure 6:**
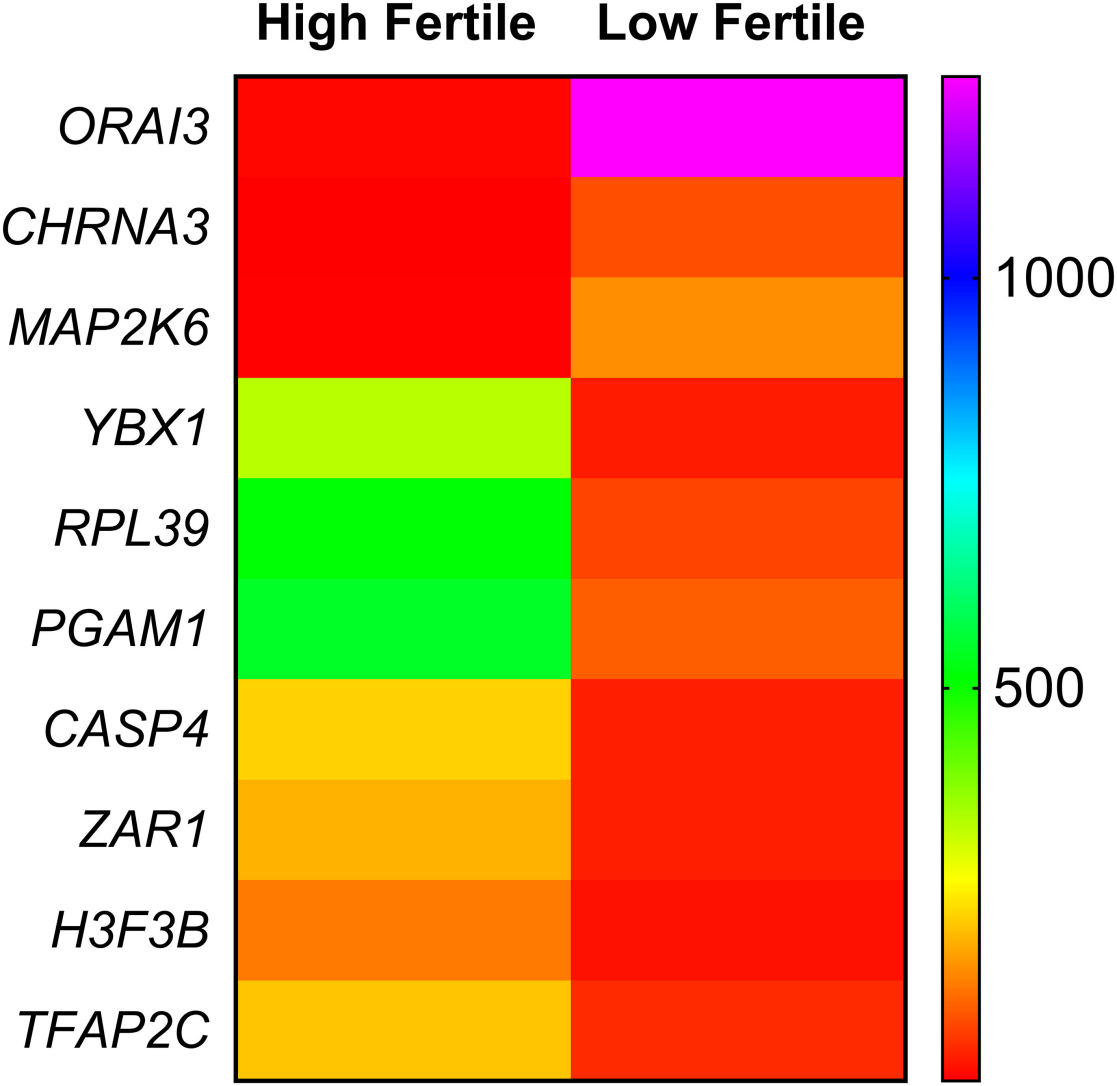
Heat map depicting relative gene expression of 10 differentially expressed genes related to sperm function. Each row indicates a single gene, and each column indicates two sample groups (high fertile and low fertile). The difference in color in any row of heat map is indicating a differential expression of that particular gene between high- and low-fertile buffalo bull spermatozoa.

**Table 4:** Reported function of 10 fertility-related differentially expressed genes in low-fertile buffalo bull spermatozoa.

**Gene name**	**Fold change**	**Function**	**Reference**
*YBX1*	−2.78	Role in basic cellular functions. YB-1 has critical role for the survival of mid-to-late-stage mice embryos	(30)
*RPL39*	−2.50	Predominant expression in testis, expressed during spermatogenesis just before the rapid production of proteins that are required for sperm differentiation and maturation	(31)
*PGAM1*	−2.23	PGAM1 correlates with spermatogenic dysfunction and affects the function of cell proliferation, apoptosis, and migration, expression of PGAM1 might be correlated with hypospermatogenesis	(32)
*CASP4*	−2.09	Apoptotic gene expression in spermatozoa	(33)
*TFAP2C*	−1.73	Trophectoderm development in mice	(34)
*H3F3B*	−1.76	Important in germ cell development, regulating oogenesis, spermatogenesis, and fertilization in mice	(35)
*ZAR1*	−1.84	Evolutionarily conserved gene in vertebrates, essential for embryonic development in mice	(36)
*CHRNA3*	2.38	Initiation of AR by activating an a7 subunit-containing CHRNA3 initiated by using purified recombinant human ZP protein (rhZP3) and thus potentially has a role in the initiation of the AR by intact ZP *in vivo*	(37)
*MAP2K6*	2.32	Positively correlated with sperm motility, germ cell development, germ cell apoptosis, acquisition of motility in the epididymis, sperm capacitation, and acrosome reaction	(38)
*ORAI3*	3.71	Oocyte activation by transient calcium ion oscillations	(39)

### Real-Time Expression Analysis of *YBX1, ORAI3, TFAP2C* Genes in Spermatozoa From Buffalo Bulls With Different Fertility Ratings

Among the differentially regulated genes, we selected three dysregulated genes (*YBX1, TFAP2C*, and *ORAI3*) for validation in nine buffalo bulls (three each in high-, medium- and low-fertile category). The relative expressions of transcripts are given in Figure 7. We found that the sperm expression of ORAI 3 gene was higher and the expression of *YBX1* and *TFAP2C* genes were lower in low-fertile bulls compared to high-fertile bulls.

**Figure 7:**
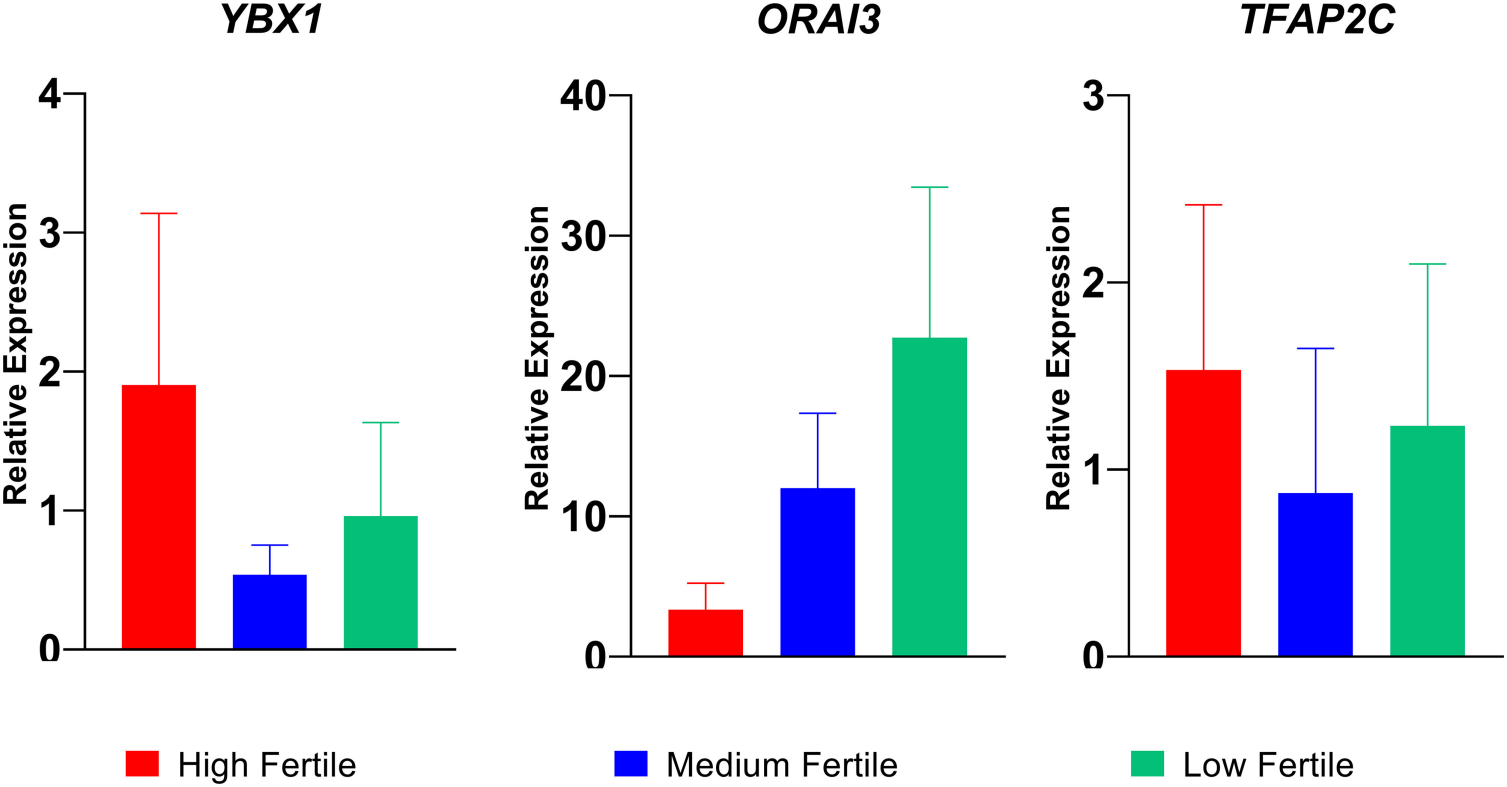
Relative expression of YBX1, ORAI3, and TFAP2C genes in high-, medium-, and low-fertile bull spermatozoa analyzed by real time qPCR.

## Discussion

Recently, several studies have been conducted to understand the phenotypic and molecular differences between high- and low-fertile spermatozoa (4, 14, 40, 41). Since the molecular details of buffalo spermatozoa are not known, in the present study, we investigated the sperm functional differences and transcriptomic profile in relation to field fertility. We report here that sperm functional attributes were altered and transcripts involved in MAPK signaling, ribosome pathway, and oxidative phosphorylation were dysregulated in low-fertile bull spermatozoa.

In artificial breeding, it is well-understood that sperm must possess some functionalities for successful fertilization of oocyte, which include, but not restricted to, motility to reach the site of fertilization (42) functional membrane integrity to establish sperm–oviduct reservoir (4, 5, 43) and sperm–oocyte binding (44) and intact non-reacted acrosome for sperm penetration into the oocyte (5). Additionally, it has been reported that sperm DNA integrity (45) and status of lipid peroxidation (4, 46) are also related to male fertility. In the present study, we observed that sperm motility, membrane, and acrosomal integrity were significantly higher, while the status of protamination and lipid peroxidation were significantly lower in high- compared to low-fertile buffalo bulls. Earlier reports indicate that sperm motility had a positive relationship with fertility (47, 48), while the proportion of spermatozoa with altered functional membrane integrity had a negative correlation with fertility (49). The higher proportion of membrane compromised spermatozoa in low-fertile buffalo bull semen compared to high-fertile buffalo indicates reduced capacity of spermatozoa from low-fertile buffalo bulls to withstand extraneous factors. Similarly, higher proportion of moribund spermatozoa in a semen sample is undesirable as the dying spermatozoa are a potent source of reactive oxygen species, which negatively affects the functionality of normal spermatozoa (50). Apart from this, the importance of spermatozoa with functionally intact acrosome to be realized as the oocyte recognizes and embraces live acrosome intact spermatozoa for fertilization by a yet to be known mechanism, and the presence of low proportion of live intact acrosome spermatozoa in low-fertile bull spermatozoa compared to high-fertile bull spermatozoa indicates that less number of spermatozoa with functionally intact acrosome will reach the site of fertilization resulting in reduced chances of successful fertilization. Our observations on sperm protamination status are in agreement to earlier reports (51, 52). It is a proven fact that any aberration in sperm DNA protamination process could lead to an anomaly in packaging process of nucleus and eventually influences sperm morphology and negatively correlated with bull fertility (53). The trend in buffalo sperm lipid peroxidation status observed in our study is in line with the earlier reports (54, 55). Since buffalo spermatozoa contain higher amounts of poly unsaturated fatty acids, the susceptibility to oxidative damage also increases. Further, it was shown that bulls with high sperm membrane lipid peroxidation were more likely to have a high DNA fragmentation and less plasma membrane integrity (56). Therefore, these functional alterations in spermatozoa might be responsible for reduced fertility in low-fertile buffalo bulls.

We found that a total of 4,050 transcripts were differentially expressed between high- and low-fertile buffalo bull spermatozoa. Assessment of differential expression by fold change and level of significance indicated that a total of 709 genes were dysregulated. The dysregulated genes were mainly involved in cellular processes, binding activities, metabolic processes, and catalytic activities related to sperm function (sperm motility, capacitation, and acrosome reaction), fertilization (sperm–oocyte binding and zygote formation), and early embryonic development (maternal zygotic transition and early embryonic growth). Our observations are in agreement with the earlier studies who also observed the presence of transcripts, in spermatozoa, having significant role in sperm functional attributes, fertilization, and embryonic development (14, 57, 58). The pathway enrichment analysis of dysregulated genes indicated that MAPK signaling, ribosome pathway, and oxidative phosphorylation were found to be dysregulated in low-fertile buffalo bulls.

We observed that 28 genes associated with MAPK signaling pathway are downregulated in low-fertile buffalo bull spermatozoa. MAPKs are involved in the regulation of transcription in the testis and also regulate sperm motility, hyperactivation, and acrosome reaction (59), whereas its inhibition is required for resumption of meiosis in the oocyte, which triggers the formation of pronuclei in the process of fertilization (60). It has been reported that certain members of the MAPK family have a crucial influence on spermatozoa physiology, from motility to morphology, and any alterations in this pathway might affect sperm fertilizing ability. In line with these observations, we observed that the sperm motility was significantly lower in low-fertile bulls compared to high-fertile bulls. Oxidative phosphorylation is an important pathway of energy production in mammalian spermatozoa (61–65). We observed that 24 genes associated with the oxidative phosphorylation pathway were downregulated in low-fertile bull spermatozoa. A large amount of energy is required for sperm flagellar motion for traversing through barriers in the female reproductive tract and for hyperactivated motility to reach the site of fertilization (66). Apart from this, oxidative phosphorylation also has an intriguing role in acrosome reaction, which is a prerequisite for fertilization (67), and in this direction, in the present study, we observed higher proportion of pre-mature acrosome reacted spermatozoa in low-fertile bulls compared to high-fertile bulls. Since the members of the MAPK family and oxidative phosphorylation pathway are crucial to the proper functioning of signaling cascades that regulate sperm functions, downregulation of a large number of genes regulating both these pathways in low-fertile bull spermatozoa, as observed in the current study, might explain, at least partly, the reason for reduced fertility in these bulls.

Our study identified 27 downregulated transcripts associated with ribosome pathway. The ribosomal protein-encoding genes have been reported in mammals, and four of the ribosomal protein-encoding genes are present on the X chromosome (66) with their increased expression in testis during spermatogenesis just before rapid production of proteins that have a role in sperm differentiation and maturation (33). Accumulating evidences on ribosomal proteins has shown that some of the proteins encoded by ribosomal genes when underexpressed contribute to prostatic tumor formation in human males (68). Not only in males but reports show that some of the ribosomal transcripts are highly expressed in various tumor conditions (i.e., cervical tumor, ovarian tumor) in human females (69). Unfortunately, such information is not available in livestock, but with the available information on other species, it can be hypothesized that some of the ribosomal proteins may have a crucial role in sperm maturation and differentiation, and their downregulation may lead to impaired spermatozoon maturation resulting in reduction in semen quality in low-fertile buffalo bulls.

We observed that several gene-related intracellular calcium regulation, sperm functions, and embryonic development were differentially expressed between high- and low-fertile bulls. Among these genes, based on the earlier reports, we identified 10 genes having a role in sperm functional attributes (*YBX1*, RPL39, PGAM1, *CASP4, TFAP2C, H3F3B, ZAR1, CHRNA3, MAP2K6*, and *ORAI3)* and found that their expression was significantly altered in low-fertile bulls. Since sperm functionalities were found to be altered in spermatozoa of low-fertile bulls, we assessed relative expression of selected three genes using qPCR as validation of the findings. It was observed that the transcriptional abundance of ORAI3 gene was consistently higher in low-fertile bulls. ORAI proteins form the calcium-receptor release-activated channels in sperm plasma membrane (70) and are involved in calcium oscillations, which are essential for fertilization (71). However, upregulation of these genes in low-fertile bulls may induce early capacitation, acrosome reaction, and negatively affect the fertilization process. The other gene YBX-1, downregulated in low-fertile bull spermatozoa, plays an important role in transcription, regulation of cell cycle, and DNA repair (72, 73). The molecule CASP4 is said to have a role in apoptosis and was highly expressed in high-fertile men (33), while TFAP2C was found to be expressed in trophectoderm of blastocyst and have an intriguing role in placentation (74, 75). H3F3B is involved in nuclear reprogramming and transcription of embryonic genes (76), while ZAR1 has a role in cleavage and maternal zygotic transition (77, 78). RPL39 and PGAM1 have a role in sperm maturational process and apoptosis, respectively (32). Collectively, all these genes are involved in intracellular calcium regulation, cleavage, and early embryonic development, and downregulation of these genes might be a reason for reduced fertility of spermatozoa from low-fertile buffalo bulls.

## Conclusions

In gist, the present study is the first to report the transcriptomic profile of buffalo bull spermatozoa and to identify the differences in sperm transcriptomic profiles between high- and low-fertile buffalo bulls. It is inferred that genes related to sperm functional attributes, intracellular calcium regulation, and embryonic development were downregulated in low-fertile buffalo bull spermatozoa. Pathways associated with MAPK signaling, ribosome, and oxidative phosphorylation were significantly dysregulated in low-fertile bull spermatozoa. Further detailed studies on the identified differentially expressed pathways at protein level would expand our understanding the sperm quality differences between high- and low-fertile bulls and also to identify suitable molecules for buffalo bull fertility prediction.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories can be found with the accession number GSE154517 at: https://www.ncbi.nlm.nih.gov/geo.

## Ethics Statement

The animal study was reviewed and approved by Institute Animal Ethics Committee.

## Author Contributions

NP investigated, visualized, and wrote the original draft. AK conceptualized the study, contributed to the project administration, provided the resources, wrote, reviewed, and edited the manuscript, and supervised the study. MD contributed to the methodology, and wrote, reviewed, and edited the manuscript. PN contributed to the data curation and formal analysis, and wrote, reviewed, and edited the manuscript. PG and CK contributed to the methodology and investigation. AS contributed to the methodology and investigation, and wrote, reviewed, and edited the manuscript. SS wrote, reviewed, and edited the manuscript. TD contributed to the formal analysis, and wrote, reviewed, and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

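Sperm RNA from 4 arrays (2 high-fertile and 2 low-fertile pools of 2 bulls each) was measured with a 1-dye bovine array. The authors extracted the images with Feature Extraction 11.5.1.1 and shifted the log2 processed signal of each array by its 75th percentile in GeneSpring GX 12.6. The scanner output holds linear intensities, with the background subtracted and a surrogate value for spots not above it. The deposited value table holds log2 values after the shift. Every column of the series was mapped to a pool. The files and the paper do not say which bulls are in which pool, so the pool is the replicate.

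Values were recomputed from the scanner output with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Spots marked as outliers were left out, the log2 spots of a probe were averaged, and the 75th percentile over non-control probes was subtracted. A probe carried a mark when at least 0.5 of its spots did. The 21033 probes well above background on both arrays of at least 1 group were fitted in limma 3.58.1 under R 4.3.3, with Benjamini-Hochberg adjustment. The fitted prior had 3.52 degrees of freedom. A gene was represented by the probe with the highest mean normalized signal over the 4 arrays. No tested probe was saturated. The arrays share 1 slide and 1 scan, so no slide or scan block could be fitted.

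Gene lists were the pathways of Tables 2 and 3, families defined by gene symbol, the genes of Table 4 and marker lists for sperm, leukocytes, epithelium and red cells, and were tested with camera in limma. The paper's fold changes were read as log2 of low-fertile over high-fertile. Of 36061 probes with a RefSeq accession, 28112 were matched to a current gene symbol. Coordinates are those of Btau_3.1 as the files give them. The named genes are those of Table 4, GAPDH, ATG3 and POLE4, and the 5 higher and 5 lower annotated genes with the largest change past an adjusted p of 0.05, well above background on all 4 arrays, with the pools of the groups apart.

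The comparison was tested on simulated data with 200 changed probes among 21033, in 5 simulations. With the fitted variances of the probes, limma recovered 99.5% of the changed probes and 10.1% of its calls were false, above the 5% that the adjustment aims at. A second scheme, added after that result was seen, drew variances from the fitted prior: 93.1% were recovered and 6.5% of the calls were false. The methods' t-test with the same adjustment recovered 0.1% and 0.3%. Under the thresholds of unadjusted p and fold change it recovered 98.2% and 95.7%, with 12 and 31.8 false calls per simulation. Under those thresholds limma made 53 and 103.8 false calls. The recovered shares hold only for the sizes of change that were simulated, and recovery of other sizes was not tested. The simulations changed 200 probes, whereas limma called 5632 probes in the data, so the shares of false calls need not hold there.

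Including the fit reported at the claims, 24 fits over all probes were run. They covered the probes behind the 75th percentile, background correction, quantile, cyclic loess and spike-in normalization (7 spike-in probes), the filter on dim probes, a floor, outlier spots, a replicate block, an intensity trend, each pool left out, the deposited value table, and forms of the methods' t-test. The alternatives chosen after seeing the data were 4 in number: spots on bright patches left out (at least 2 of the 6 nearest spots off by over 2 log2 units), a local spatial correction over 24 spots, a correction for the GC content of the probes, and the methods' t-test on the deposited table without a filter. A first draft of the verdicts on explanations used limits chosen after their values were seen. Those limits were dropped for the rules written with each test, with a share of 50% as the only limit. The written rules for the marker lists and for signal over background do not say when a value leaves a question open, so both were left open where no value decided, a reading made after the values were seen.

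Sperm function, PCR, gene ontology and pathway enrichment of the paper were left out, since no deposited values hold them.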

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

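The test of the spots around ORAI3 and that of the spread of the background on the array of low-fertile pool 2 were chosen only after the result was seen.

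The spots beside the ORAI3 probe carried a signal that the paper does not report on. On the array of low-fertile pool 2, 5 of the 6 spots nearest to the ORAI3 probe were raised by over 2 log2 units, though they hold probes of other genes. A bright patch on that array is a candidate explanation, and with the spots on such patches left out, an alternative chosen after seeing the data, the log2 fold change of ORAI3 was 0.79. That alternative removes the value of low-fertile pool 2, so the low-fertile group is then 1 pool, assumed to vary like the others. Its adjusted p was 0.0482 in limma, against 0.0659 in the fit without low-fertile pool 2, so these fits do not settle whether a smaller rise is present in low-fertile pool 1. With the local spatial correction, also chosen after seeing the data, the log2 fold change of ORAI3 was 2.68 (adjusted p = 0.0778, limma). A biological difference in ORAI3 between the groups was not tested here beyond these fits. By PCR, with GAPDH as the internal control, the paper reports ORAI3 higher in low-fertile than in high-fertile bulls. The PCR values were not available here.

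The spike-in probes, which the paper does not report on, showed a difference between the groups. Relative to them, the 75th percentile of the sample probes was lower by a log2 difference of -0.42 on the low-fertile arrays. The values were -7.45 and -7.47 in the high-fertile pools and -7.80 and -7.97 in low-fertile pools 1 and 2. Less labelled sample RNA on the array of low-fertile pool 2 may account for its lower number of probes well above background, since its value of -7.97 was the lowest of the 4. The value of low-fertile pool 1 was also below those of the high-fertile pools, yet its array had the most probes well above background, 25642 against 23271 and 23228 in the high-fertile pools and 13033 in low-fertile pool 2, which goes against this value alone setting the number. A more uneven background may do so as well, since the SD of its negative-control spots was 108.95 against 24.74, 10.31 and 4.14 on the other arrays. These explanations were not separated, and a lower RNA content of the spermatozoa or a difference in labelling or spike-in amount stays open.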

How the results depend on the processing

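All alternatives were set before the data were examined except the removal of bright patches, the local spatial correction, the GC correction and the methods' t-test on the deposited table without a filter, which were chosen after seeing the data. Of the alternative values of counts and lists tied to a comparison, 310 kept their direction and side of the threshold or stayed within 1.5 times, 41 counts moved further, 20 no longer passed, 2 newly passed and 3 changed sign. For single genes and marker lists 468 kept their direction and side, 102 no longer passed, 5 newly passed and 16 changed sign. The direction of every gene of Table 4 held under every alternative run, but with the median over all probes of a gene 6 of the 10 passed the adjusted threshold, against 8 by the brightest probe, with CASP4 at -0.05 and TFAP2C at -0.47 no longer past it.

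The number of detected probes was 12552 over all 4 arrays and 40145 with the weaker mark. The number past an adjusted p of 0.05 was 0 in limma without a filter, where 9278 had an unadjusted p under 0.05. It was also 0 under the methods' t-test, its Welch and paired forms and its form on the deposited table without a filter, where 6084, 3418, 3019 and 8299 had one. With these 5 settings, the counts of Table 4 genes, of genes with the largest changes and of genes of the supplementary up and down lists past that threshold were also 0. The self-test of the methods' t-test recovered almost nothing after adjustment at this number of arrays. With each pool left out in turn, where the lone pool is assumed to vary like the others, the number past the threshold was between 2640 and 4989. The number with an unadjusted p under 0.05 and a log2 fold change above 1 was 381 under normexp background correction, 5096 without a filter, 936 over probes well above background on all arrays, 1437 and 1051 under the Welch and paired forms, and 8741 with any fold change. The number with an absolute log2 fold change above 0.8 was 875 under normexp, 9977 without a filter, 1686 over probes well above background on all arrays and 10126 on the deposited table without a filter. Fewer probes were tested over those well above background on all arrays, 12552 against 21033, which lowers the counts there. That is not the whole cause, since the share of lower probes past the thresholds of unadjusted p and fold change also fell, from 81.5% to 58.1%. Of the supplementary down list, 184 of 225 tested genes passed the adjusted threshold there in limma, against 524 of 585. The offset of 50 under normexp shrinks log2 fold changes, so its smaller counts follow at least in part from that setting. For the other changes the cause was not tested.

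The share of lower probes among those past the adjusted threshold was 65.6%. It was 37.5% over probes well above background on all arrays (58.1% under the thresholds of unadjusted p and fold change, where it was 81.5% over all probes tested), 57.9% after the GC correction and 93.9% under spike-in normalization, which moved the median of all probes to -0.43.

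With an estimated correlation between genes, alone or with the replicate block, the lists of Table 2 (medians of -1.26, -0.93 and -1.29), the cell adhesion and MAPK signaling lists of Table 3 (0.86 and 1.1) and the ribosomal protein and oxidative phosphorylation families (-0.68 and -0.34) no longer passed. With fry and the replicate block, the oxidative phosphorylation list of Table 2, the ribosomal protein family and the cell adhesion and MAPK signaling lists of Table 3 did not pass. The MAPK signaling list of Table 3 also did not pass over probes well above background on all arrays (0.94) or with the median over all probes of a gene (0.60). The GnRH signaling list passed under spike-in normalization (0.47) and the GC correction (0.71). The MAPK signaling family changed sign over probes well above background on all arrays (0.04) and with the local spatial correction (0.02), and lay between -0.04 and 0.03 with each pool left out. The cause was not tested.

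With the median over all probes of a gene, 6 of the 10 genes with the largest changes passed in the same direction, and the sign changed for MIER1 (-0.08), APBA3 (-0.24) and MXI1 (1.22), whose other probes were mostly dim. MXI1 passed the threshold in that opposite direction, so 7 of the 10 had an adjusted p under 0.05 in limma. Marker lists changed sign, none past the threshold: the sperm list to 0.03 with the median over all probes of a gene and between -0.08 and 0.05 with each pool left out, including 0.00, the leukocyte list to 0.04 with the GC correction and 0.19 with the median over all probes of a gene, and between -0.03 and 0.06 with each pool left out, including 0.02, the epithelial list to -0.27 under spike-in normalization, and the red cell list to -0.01 under normexp, -0.39 under spike-in normalization and -0.04 with the GC correction, and between -0.23 and 0.30 with each pool left out, including -0.15.

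The pool numbers do not pair the samples: across 21024 probes the difference between pools 1 and 2 of the high-fertile group had a Pearson's r of 0.0055 with that of the low-fertile group. With the pool number as a block, limma called 5331 probes. Signal over background limits the comparison on the array of low-fertile pool 2, where 25.4% of the probes were well above background, against 45.4%, 45.3% and 50.0% on the other arrays.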

Differences from the paper's values

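The paper's number of detected transcripts is 9216, against 21033 probes here. Of the alternatives set before the data were examined, counting probes well above background on all arrays (12552) came within 1.5 times of it, and the others did not.

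The paper's number of dysregulated transcripts is 709, against 3026 probes here. Probes well above background on all arrays (936) and the paired form of the methods' t-test (1051) came within 1.5 times, and the other alternatives set before the data were examined did not. For the paper's 113 upregulated transcripts the count here is 560, and normexp background correction (100) and spike-in normalization (134) came within 1.5 times. For the paper's 596 downregulated transcripts it is 2466, and probes well above background on all arrays (544) and the paired form (880) came within 1.5 times. No setting that was run came within 1.5 times of both the up and the down count. The paper's values for 111 of 113 upregulated and 593 of 596 downregulated transcripts matched the unpaired t-test on the deposited table within 0.002. Of the matched transcripts, 81 and 158 were well above background on all arrays. This argues against that filter, the paired form, normexp and spike-in normalization as the paper's rule. Each gene appears once in the paper's lists, whereas probes are counted here.

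The paper's log2 fold change of H3F3B is -1.76, against -2.20 here. Normexp background correction, whose offset shrinks fold changes, gave -1.66, and the GC correction, chosen after seeing the data, gave -1.63. The other alternatives set before the data were examined did not come within the replicate SD of 0.18. Another H3F3B probe than the brightest gave -1.75.

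The paper lists MAP2K6 and ORAI3 among genes whose expression was significantly altered. The paper's own supplementary sheet gives them unadjusted p values of 0.264 and 0.333, and 0.0650 for CHRNA3, none under 0.05. Here MAP2K6 and ORAI3 did not pass an adjusted p of 0.05 either, with 0.118 and 0.174 in limma. MAP2K6 passed with the replicate block (0.0220), ORAI3 passed with spots on bright patches left out, chosen after seeing the data (0.0482), and both passed without low-fertile pool 1 (0.00457 and 0.00412), where only the array with the raised spots is left in the low-fertile group. Without low-fertile pool 2 neither passed (0.120 for MAP2K6 and 0.0659 for ORAI3), and MAP2K6 did not pass with spots on bright patches left out (0.0833), a fit that also leaves 1 low-fertile pool.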

Other observations

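The tests of spots around ATG3, the GC and local spatial corrections were chosen only after the result they address, or the data, were seen.

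More of the probes past an adjusted p of 0.05 were lower than higher in the low-fertile pools. Under another base for the percentile, quantile or cyclic loess normalization, the lowest share of lower probes over both kinds of call was 61.4%, so the choice among these may shift the share but was not its whole cause. After the GC correction the lowest share was 57.9%, down from 65.6%, so GC content may account for part of the excess. After the local spatial correction it was 65.5%, so uneven signal across the arrays is argued against as its whole cause. More fragmented RNA in the low-fertile pools is argued against, since the probe nearest the 5 prime end was lower than the one nearest the 3 prime end in 42.2% of 2529 transcripts. Lower signal over background on the low-fertile arrays cannot be told apart from a difference in transcripts. The numbers of probes well above background overlap between the groups, but over probes well above background on all arrays the share of lower probes was 37.5% past the adjusted threshold and 58.1% past the thresholds of unadjusted p and fold change, and 8145 tested probes qualified through the high-fertile pair alone against 336 through the low-fertile pair alone. That filter itself removes probes that fell to background, which keeps the question open. The array of low-fertile pool 2 had the fewest probes well above background and that of low-fertile pool 1 the most (50.0%). Without low-fertile pool 2, 74.8% of the probes with an absolute log2 fold change above 0.8 were lower. With all 4 arrays it was 73.9%, and 49.3% over probes well above background on all arrays. Without high-fertile pool 1, high-fertile pool 2 or low-fertile pool 1 it was 70.8%, 72.8% and 71.4%. The 74.8% goes against low signal on the array of low-fertile pool 2 as the whole cause. The tested probes in that fit were still those chosen on all 4 arrays, and its low-fertile group was 1 pool. Of the 3 ways to split the 4 arrays into pairs, 1, the real one, gave as many probes past the thresholds of p and fold change, with 3026 against 82 and 78. Past the adjusted threshold it gave 5632 and the others 0 in limma. With 3 splits the share cannot be lower than 1 in 3, so chance cannot be excluded by this count.

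A different cell content of the semen cannot be told apart from a change within spermatozoa. Fewer leukocytes in the low-fertile semen could lower such a list, whose median was -0.04 with 7 of 13 genes lower. Its most abundant genes moved apart, with log2 fold changes of 0.38 for LYZ, 0.78 for PTPRC and -1.05 for CD3D. Fewer epithelial cells could lower theirs, whose median was 0.15 with 2 of 11 genes lower (adjusted p = 0.113, camera in limma). Neither list passed the threshold, so neither decides. Under normexp background correction the epithelial list did pass, and in the higher direction (median 0.12, adjusted p = 0.0343, camera in limma), which goes against fewer epithelial cells, while under spike-in normalization its median was -0.27. The sperm list had a median of -0.05 over 9 tested genes, of 22 listed, and the red cell list 0.03 over 4. The brightest sperm gene, OAZ3, had a mean normalized log2 signal of 3.92, against 8.65 for LYZ, 7.97 for PTPRC and 6.61 for CD3D. The other leukocyte genes were dimmer than OAZ3. Probes of different genes were not calibrated against each other, and leukocyte RNA in the pools of both groups was not excluded.

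Bright patches may also bear on other genes that were higher. For ATG3, the end of the supplementary up list, 3 of the 6 nearest spots were raised by over 2 log2 units on a low-fertile array. The same 3 spots, of C5H12orf73, C3H1orf226 and IHH, were raised on both low-fertile arrays (by 2.11, 2.35 and 3.18 in pool 1 and 2.93, 3.26 and 4.81 in pool 2) and lay over 2 log2 units lower on both high-fertile arrays. This is unlike ORAI3, where 1 array was affected, and a difference between the groups in these genes was not separated from patches at the same place on both arrays. The ATG3 probe was not well above background in either high-fertile pool, so its fitted log2 fold change of 5.65 rests on signals at background and is not a bound. For MAP2K6, 2 of the 6 nearest spots were raised on the array of low-fertile pool 2, the smallest number that counts as a patch. For CHRNA3 the number was 0 on either low-fertile array, so a patch is argued against there. Of 16 tested probes with a log2 fold change above 3, 13 lay on a patch, against 3.6% of all tested probes. The share was smaller over wider sets of higher probes. It was 56 of 560 (10.0%) past the thresholds of unadjusted p and fold change, and 4 of 111 (3.6%) for the matched transcripts of the supplementary up list. Patches also held lower probes. Of 82 tested probes with a log2 fold change below -3, 13 (15.9%) lay on a patch, 0 of them on a low-fertile array. Past the thresholds of unadjusted p and fold change, 70 of 2466 lower probes (2.8%) did.

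POLE4, the end of the supplementary down list, was not well above background in either low-fertile pool. Its fitted log2 fold change of -4.07 is not a bound, since it rests on signals at background. The brightest GAPDH probe had a log2 fold change of -0.73 (adjusted p = 0.0178, limma), and its sign held under each scaling, between -1.15 under spike-in normalization and -0.61 under normexp, but it no longer passed without high-fertile pool 1 (-0.69), high-fertile pool 2 (-0.77) or low-fertile pool 2 (-0.70). Other tested GAPDH probes gave log2 fold changes between -1.1 and 0.16. GAPDH was the internal control of the paper's PCR. Of 2989 genes with several tested probes, 25.8% had probes whose log2 fold changes differed by more than 1.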
